A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

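RNA was measured by sequencing in 24 libraries of Saccharomyces cerevisiae, 1 library per culture and 4 cultures in each of 6 groups. The groups were taken from the genotype and time labels of each sample: wild type (WT) and a strain without MCT1 (mct1Δ), at 0 h in glucose medium and at 3 h and 12 h in raffinose medium. The labels give no replicate numbers, so replicates were numbered in the order of the samples, and these numbers only name a library and pair none. Per the labels' protocols, poly(A) RNA was selected from total RNA and stranded libraries were made from it.

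The values deposited by the authors are raw counts per gene, 1 file per library, with 7127 gene rows and 5 closing tallies of reads given to no gene. The layout is that of the htseq-count program, and the ending of the file names says that duplicate reads had been removed. The aligner, the version of the counter, its strand setting, the genome build and the annotation are not stated in the labels or the files. Reads with several alignments were tallied apart from the genes. No molecular identifiers are mentioned in the labels. Removing duplicates without identifiers leaves at most about 1 read for each combination of start and end positions, so it caps the count of a gene that is read densely along its length. The files hold no column of other samples. Gene names, neighbours, overlaps and lengths were taken from the RefSeq annotation of assembly R64 (strain S288C), in which 6047 of the 7127 identifiers were found and 5281 had a symbol. No coordinates are given, because the build used by the authors is not stated.

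Genes were tested with edgeR 4.0.16 in R 4.3.3. The counts were used as deposited, with TMM normalization and genes kept by filterByExpr, which left 6257 genes. The quasi-likelihood test (glmQLFit, glmQLFTest) was fitted over all 24 libraries with 1 mean per group and no covariate. Adjusted p-values are Benjamini-Hochberg values from this edgeR test unless another tool is named, and a gene was called when its adjusted p-value was under 0.05. The common biological coefficient of variation was 9.678%. Fold changes are on the log2 scale, as returned by the edgeR fit at its default prior count. A prior count of 2 was used only for log2 CPM values. The standard errors (SE) given with fold changes were derived from the fold change and the F statistic of its test. CPM values were computed from the deposited counts with TMM effective library sizes and are given as mean ± SD over n = 4 libraries. The 3 genotype comparisons (mct1Δ against WT at each time), the 6 time comparisons within a genotype and the 3 interactions (the difference between the genotypes in a change over time) were taken from the same fit. Gene sets were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01. There were 19 sets, adjusted together over the 3 times. MCT1 levels, library totals and the closing tallies were compared with exact two-sided permutation tests, for which 4 against 4 libraries give a smallest p of 0.0286. Other tools were DESeq2 1.42.0, sva 3.50.0, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

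The genes named in the text followed a rule fixed before the data were examined, as were the groups, the tests, the gene sets and the first list of alternative settings. The rule took a panel of genes of mitochondrial fatty acid synthesis and of central carbon metabolism, and the 3 largest rises and falls in each genotype comparison. It took the 2 largest rises and falls at 3 h and at 12 h against 0 h in WT and in the 12 h against 0 h interaction, and the 2 neighbours of MCT1. Genes chosen by size were required to have a gene symbol, an adjusted p-value under 0.05 and a mean of at least 5 CPM. Outside the interaction, they also had to show no overlap between the libraries compared. DOG1, YLR302C, YLL053C, LEU2, URA3, HIS3, TRP1, ADE2 and CAN1 were added after values had been seen.

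That list held RLE and upper-quartile factors, plain totals for the MCT1 level, no filter on low counts, a mean of at least 10 counts, only the groups compared, lane as covariate, 1 surrogate variable, removal of the 10 highest genes, thinning to the smallest library, DESeq2, limma-voom, each library left out in turn and, for gene sets, an estimated inter-gene correlation and the fry test. Sequencing lanes were read from the listing of the files. After the data had been seen, 4 more were added because of the cap on dense genes. The median counts per base over the densest 1% of genes of at least 300 bases (58 genes) was taken as the ceiling of a library. It was 0.927 to 1.01 in 17 libraries and 1.19 to 1.45 in the other 7, which are called higher-ceiling libraries below. The added alternatives used this class as a covariate, left out the 7 higher-ceiling libraries, took TMM factors from genes under 0.3 counts per base, or corrected counts for occupied positions before a limma-trend test.

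The procedures were tested on simulated counts drawn from the means of WT at 12 h and the sizes of the 12 h libraries. In these counts all genes had 1 dispersion and varied independently, without cap, ceiling class or batch. The changed genes were well counted and moved by a log2 change of 1 or 2 either way. Genes called between the genotypes had a median absolute log2 change of 0.35 to 0.46. The recovery below does not cover changes of that size. With 6144 genes tested and 200 genes changed, the edgeR test called 199 of the changed genes (99.5%) and 7 others, with a median error of 0.0767 on the log2 scale. limma-voom called 198 of them, and DESeq2, which tested 6663 genes, called 199. The gene set test called the 1 shifted set of 19 and 0 of the others. In simulated duplicate removal, a true log2 change of 1 was read as 0.93 at 0.1 reads per base, 0.73 at 0.4, 0.45 at 1 and 0.19 at 2. The correction for occupied positions returned 1.00, 0.99, 1.00 and 0.58.

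Totals over genes ranged from 2141879 to 3207676 counts per library, so that 3 counts, the smallest number taken as detection, corresponded to 0.935 to 1.40 CPM. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. A fold against a group whose libraries were all at or under 3 counts was computed against this floor and is given as a lower bound. The 31 rows of the mitochondrial genome held 0 counts in all libraries and were left out.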

Results

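Poly(A) RNA was counted per gene in 24 cultures of the budding yeast Saccharomyces cerevisiae, labelled as the laboratory strain W303. MCT1 (YOR221C) encodes the malonyl-CoA:acyl carrier protein transferase of mitochondrial fatty acid synthesis, a pathway that supplies the precursor of lipoic acid. WT and mct1Δ cultures were taken from medium with 2% glucose at 0 h, and 3 h and 12 h after transfer to medium with 2% raffinose, a sugar that yeast uses after splitting it with secreted invertase. Each of the 6 groups held 4 libraries. The comparisons ask how loss of MCT1 changes gene expression at each time, how each genotype responds to the change of sugar, and whether the responses differ.

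Total counts over genes averaged 2697328 ± 173192 in WT and 2511009 ± 216843 in mct1Δ at 0 h (SD, n = 4). At 3 h they were 2614442 ± 363700 in WT and 2739779 ± 123873 in mct1Δ, and at 12 h 3017094 ± 131531 and 2765403 ± 130002. The totals did not differ between genotypes beyond the spread between libraries (exact two-sided permutation p = 0.229, 0.571 and 0.0571 at 0, 3 and 12 h, adjusted 0.343, 0.571 and 0.171). Between 6520 and 6608 genes had at least 1 count in a library. The 10 highest genes held at most 0.977% of the counts of a library. Intervals and detection floors cover counting error only.

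Densely read genes had even counts between lower-ceiling libraries. The median gene had 0.342 counts per base, and genes over 0.9 counts per base differed between replicates by less than Poisson sampling, with a median chi-square per degree of freedom of 0.574 over 16 pairs of replicates without higher-ceiling libraries. In the 19 pairs of a lower-ceiling with a higher-ceiling library it was 2.46 to 6.51, and in the 1 pair of higher-ceiling libraries 1.13. Over the 16 pairs the ratio was 3.94 for genes between 0.1 and 0.2 counts per base. With the tested genes in 5 bins of equal size by counts per base, 0.723% of the densest bin passed 2-fold between 0 h and 3 h in WT, against 2.35% of the middle bin and 8.41% of the sparsest.

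**Figure D1:**
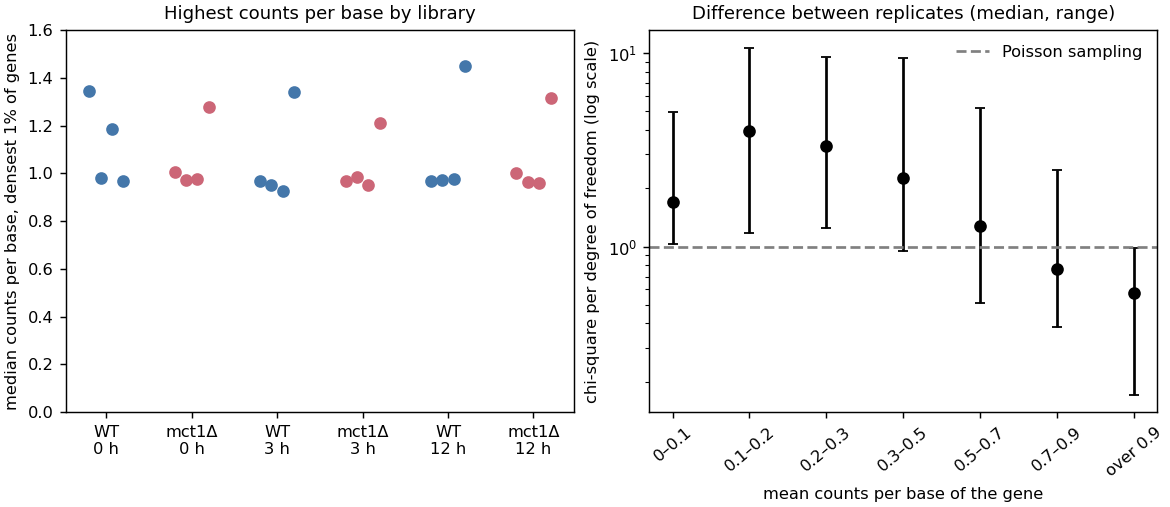
Left, median counts per base of the densest 1% of genes, 1 point per library in each genotype and time: 17 libraries sit between 0.927 and 1.01 and 7 between 1.19 and 1.45. Right, chi-square per degree of freedom between replicates (log scale; points, median; bars, range over 16 pairs without higher-ceiling libraries) against the mean counts per base of the genes, falling from a median of 3.94 at 0.1 to 0.2 to 0.574 over 0.9, with a dashed line at Poisson sampling.

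No pair of libraries held identical counts. Replicates 1 and 2 of mct1Δ at 0 h had a chi-square per degree of freedom of 0.935 over all genes. In the bins of 0.1 to 0.2 and 0.2 to 0.3 counts per base they differed by more than sampling (1.17 and 1.25, chi-square p = 0.000337 and 1.44e-08), and they were counted as 2 replicates. Among the WT libraries at 3 h, replicates 1 and 2 differed by a ratio of 1.21 and replicates 3 and 4 by 2.38, while the other 4 pairs differed by 9.84 to 16.5. The first principal component of log2 CPM held 38.4% of the variance and the second 20.9%.

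**Figure D2:**
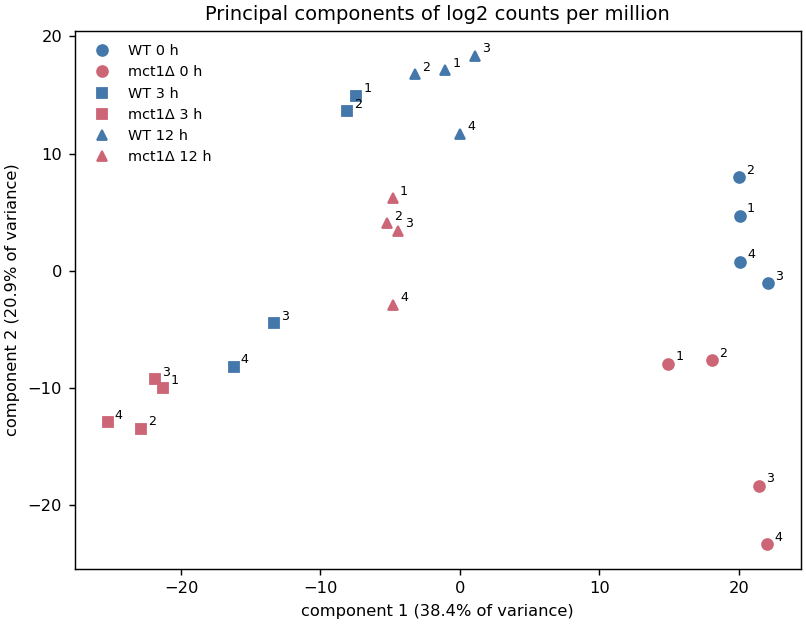
Scores of the 24 libraries on the first (38.4% of variance) and second (20.9%) principal components of log2 CPM; colour gives genotype, shape gives time and numbers name replicates. The 0 h libraries of both genotypes lie to the right of the raffinose libraries, and WT 3 h replicates 3 and 4 lie apart from replicates 1 and 2.

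MCT1 was measured in every library first, as a check of the labels. In WT it was 102, 107, 120.4 and 122 CPM at 0 h, 178, 178, 169.8 and 183 CPM at 3 h, and 173, 164, 137 and 133 CPM at 12 h. In mct1Δ it was 11.1, 11.7, 12.7 and 12.2 CPM at 0 h, 11.1, 11.02, 9.40 and 11.7 CPM at 3 h, and 11.5, 11.6, 12.1 and 14.1 CPM at 12 h. The means were 113 ± 9.66 against 11.9 ± 0.684 CPM at 0 h, 177 ± 5.65 against 10.8 ± 0.982 CPM at 3 h and 152 ± 19.7 against 12.3 ± 1.20 CPM at 12 h (SD, n = 4). The genotypes did not overlap at any time (exact two-sided permutation p = 0.0286 at each, the smallest that 4 against 4 libraries allow). The log2 fold change was -3.24 (SE 0.106, adjusted p = 2.45e-16) at 0 h, -4.03 (SE 0.104, 4.48e-18) at 3 h and -3.62 (SE 0.102, 3.02e-17) at 12 h. All libraries followed their label. Between 26 and 38 counts remained in each mct1Δ library.

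Of 6257 genes tested, 569 differed between mct1Δ and WT at 0 h, 1022 at 3 h and 419 at 12 h (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At 0 h 368 of these were higher in mct1Δ and 201 lower, at 3 h 469 were higher and 553 lower, and at 12 h 184 were higher and 235 lower. The side of the majority at 3 h and 12 h depended on the scaling: the share higher went from 45.9% to 51.3% at 3 h with RLE factors and from 43.9% to 52.4% at 12 h with upper-quartile factors. The alternative that moved these counts most was leaving out the 7 higher-ceiling libraries, which left 49 genes at 0 h. The order of the 3 times depended on the fit, which shared 1 estimate of spread per gene over all 24 libraries. With only the groups compared, 812, 303 and 830 genes were called at 0, 3 and 12 h. The count at 3 h thus went from the highest to the lowest. Most differences were small: 41, 90 and 49 genes passed 2-fold at 0, 3 and 12 h, with a median absolute log2 change of 0.35, 0.40 and 0.46 among the called genes. At 0 h 31 of the genes past 2-fold were higher and 10 lower, at 3 h 44 were higher and 46 lower, and at 12 h 21 were higher and 28 lower, majorities that also changed sides with the scaling at 3 h (52.7% higher with RLE factors) and 12 h (51.02% with TMM factors from genes under 0.3 counts per base). Without the 7 higher-ceiling libraries 17 genes passed 2-fold at 0 h. The comparisons at 0 h and 12 h shared 128 called genes, 122 of them changed in the same direction. At 0 h and 3 h 128 were shared and 94 had the same direction, and at 3 h and 12 h 179 were shared and 157 had the same direction. At all 3 times 54 genes were called, 48 of them in one direction, and 6 passed 2-fold at all 3.

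**Figure D3:**
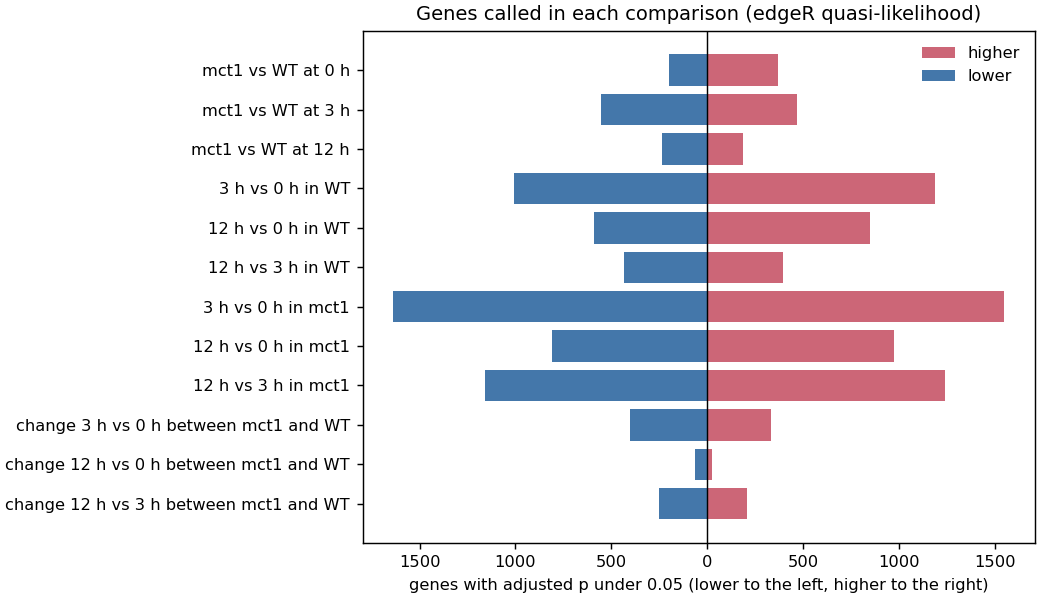
Number of genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test) in each of the 12 comparisons, with bars to the right for genes higher and to the left for genes lower. The longest bars belong to 3 h against 0 h in mct1Δ, with 1546 genes higher and 1637 lower.

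Besides MCT1, LYS2 (YBR115C), MET17 (YLR303W) and DOG2 (YHR043C) separated the genotypes in every library. LYS2, which encodes an enzyme of lysine synthesis, had 0 to 2 counts in each of the 12 WT libraries and 458 to 966 in each of the 12 mct1Δ libraries. It was at least 298-fold higher in mct1Δ at 0 h, at least 161-fold at 3 h and at least 260.4-fold at 12 h. MET17, an enzyme of methionine and cysteine synthesis, had 0 to 6 counts in WT and 403 to 899 in mct1Δ. It was at least 272-fold higher at 0 h, and the ratio of mean CPM was 147 at 3 h and 403 at 12 h. DOG2, a sugar phosphate phosphatase, was lower in mct1Δ, with 144 ± 8.52 against 22.2 ± 2.69 CPM at 0 h, 179 ± 19.2 against 20.7 ± 1.84 CPM at 3 h and 159 ± 5.29 against 20.2 ± 0.776 CPM at 12 h (SD, n = 4). Its log2 fold changes were -2.70, -3.11 and -2.98. DOG2 has a close paralog, DOG1, and the split of reads between them by the authors' counting is uncertain; DOG1 changed by 0.24, -0.57 and -0.12 at 0, 3 and 12 h (adjusted p = 0.0705, 4.23e-05 and 0.435). MET17 overlaps YLR302C on the opposite strand by 12 bases in the R64 annotation, and the strand setting of the counting is not stated. These 3 genes and MCT1 were the only 4 genes over 4-fold apart between every WT and every mct1Δ library, among those with at least 10 counts in the higher genotype.

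**Figure D4:**
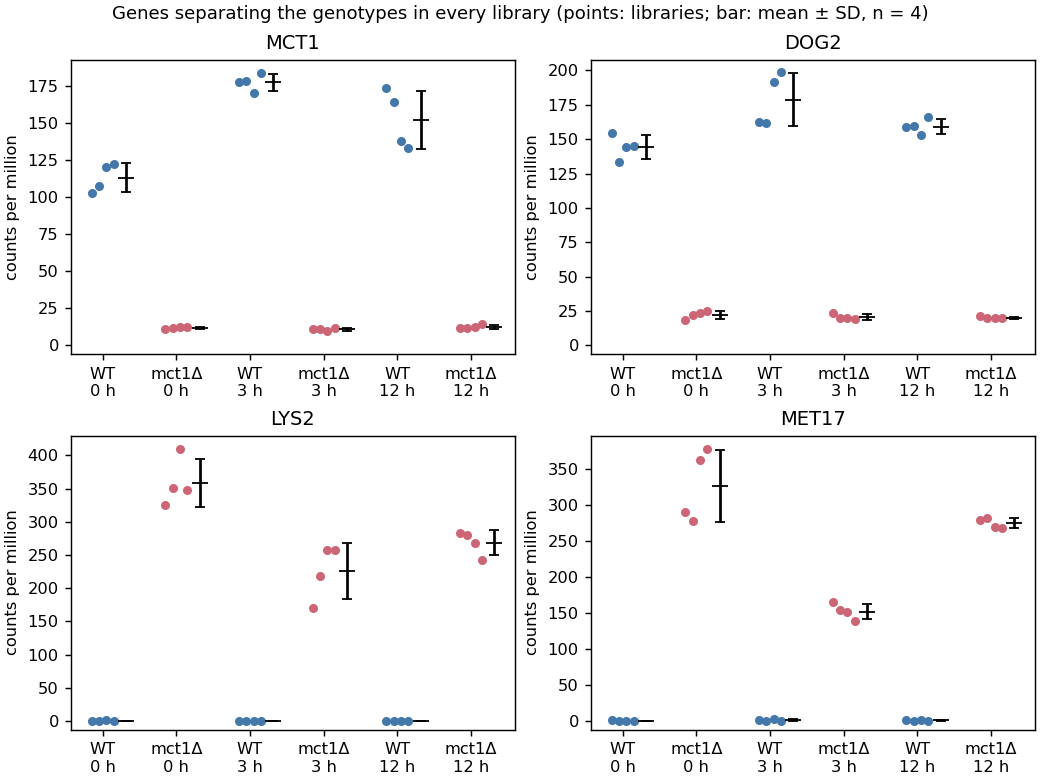
CPM of MCT1, DOG2, LYS2 and MET17 in each library (points) by genotype and time, with mean ± SD over 4 libraries (bars). MCT1 and DOG2 are lower and LYS2 and MET17 higher in all 12 mct1Δ libraries, with WT means of LYS2 from 0.114 to 0.202.

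Among the other largest differences, DAN1 (YJR150C), a cell wall mannoprotein gene, was higher in mct1Δ at 0 h by a log2 change of 3.19 (SE 0.435, adjusted p = 5.88e-05), at 56.8 ± 38.03 against 6.13 ± 1.09 CPM. PHM7 (YOL084W) was lower at 0 h by -1.27 (SE 0.195, 0.000187). AMA1 (YGR225W) was lower at 0 h by -0.92 (SE 0.268, 0.035), a call lost in 7 alternatives. At 3 h RCK1 (YGL158W) was higher by 2.15 (SE 0.380, 0.000435), at 226 ± 25.98 against 51.6 ± 33.7 CPM. HO (YDL227C) was lower at 3 h by -2.50 (SE 0.259, 4.69e-07), at 26.7 ± 6.60 against 149.9 ± 63.7 CPM, and SPS4 (YOR313C) by -2.33 (SE 0.244, 5.56e-07). At 12 h HXT10 (YFL011W), a hexose transporter gene, was higher by 2.18 (SE 0.174, 1.31e-08). AQY2 (YLL052C) was lower at 12 h by -1.91 (SE 0.261, 3.92e-05) and WSC4 (YHL028W) by -1.85 (SE 0.211, 3.39e-06). AQY2 overlaps YLL053C on the same strand by 50 bases, so its count is uncertain. The genes on either side of MCT1 stayed within 2-fold. ODC2 (YOR222W) was higher by 0.25 at 0 h, 0.26 at 3 h and 0.20 at 12 h (adjusted p = 0.0367, 0.0205 and 0.113), and RCN2 (YOR220W) did not differ (0.15, -0.026 and 0.13, adjusted p = 0.289, 0.893 and 0.459). The ODC2 call was lost in 9 alternatives at 0 h and in 2 at 3 h, and at 12 h ODC2 gained a call in 5, with log2 changes of 0.20 to 0.31 (adjusted p = 0.0324 to 0.0471).

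In the panel fixed in advance, CIT2 (YCR005C), the peroxisomal citrate synthase, was higher in mct1Δ by 0.73 at 3 h and 0.63 at 12 h (adjusted p = 0.000142 and 0.00112), and by 0.22 at 0 h (0.205). DLD3 (YEL071W), a 2-hydroxyglutarate transhydrogenase, was higher by 1.05 at 3 h and 0.55 at 12 h (1.6e-09 and 4.13e-05) and by 0.11 at 0 h (0.312). At 3 h DLD3 stood at 396 ± 30.4 CPM in mct1Δ and 191 ± 17.7 in WT. KGD1 (YIL125W), a subunit of the lipoate-dependent 2-oxoglutarate dehydrogenase, was lower by -0.32, -0.44 and -0.56 at 0, 3 and 12 h (0.0285, 0.00136 and 0.000181), and its call at 0 h was lost in 6 alternatives. ACO1 (YLR304C) and IDH1 (YNL037C) were higher at 0 h by 0.35 and 0.43 (0.00926 and 0.0139) and were not called at 3 h or 12 h; the change of the difference from 0 h to 12 h was -0.42 for ACO1 (interaction, adjusted p = 0.0673) and -0.34 for IDH1 (0.447), neither past the threshold. The calls at 0 h were lost in 1 alternative for ACO1 and in 3 for IDH1, and IDH1 was called at 3 h in 1, at 0.61 (0.0228). CEM1 (YER061C) was higher at 3 h by 0.37 (0.0126), CTP1 (YBR291C) at 3 h by 0.24 (0.0195), and OAR1 (YKL055C) was lower at 12 h by -0.44 (0.0252). These calls were lost in 2, 4 and 8 alternatives, and CTP1 gained one at 0 h in 1 (0.24, 0.0465). The differences of ETR1, HTD2, ACP1, PPT2, HFA1 and CIT1 did not pass the threshold at any time. In 1 alternative each, HTD2 (-0.24, adjusted p = 0.0484) and ACP1 (0.30, 0.0482) passed it at 3 h. By density, CIT2, ETR1, ACP1, CIT1, ACO1 and IDH1 lay at 0.605 to 0.848 counts per base, above the 0.342 of the median gene.

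Of the 19 gene sets, 9 differed between the genotypes at 0 h, 10 at 3 h and 10 at 12 h (limma camera, Benjamini-Hochberg over 57 tests). The alternative that moved these counts most was an inter-gene correlation estimated from the data, which left 1, 3 and 3 sets. At 3 h all 12 genes of peroxisomal beta-oxidation were called higher in mct1Δ, with a mean log2 change of 0.74 (adjusted p = 2.76e-18); the mean was 0.24 at 12 h (0.00147) and -0.053 at 0 h (0.794). Retrograde response targets, the genes induced when mitochondrial function is lost, were higher at all 3 times, with means of 0.23, 0.46 and 0.35 (0.00319, 4.15e-08 and 1.29e-05). The iron regulon was higher by 0.47, 0.20 and 0.15 (1.03e-14, 0.00257 and 0.0273). Genes of the glyoxylate cycle and gluconeogenesis were higher at 3 h by 0.37 (2.45e-05). Respiratory complexes III and IV were lower by -0.14, -0.23 and -0.18 (0.00624, 0.00147 and 0.000655), and ATP synthase was lower by -0.25 at 3 h and -0.14 at 12 h (0.00147 and 0.011). Branched-chain amino acid synthesis was lower by -0.21, -0.24 and -0.36 (0.000655, 0.00356 and 3.05e-09). The TCA cycle was lower at 12 h by -0.13 (0.000655), and the mitochondrial ribosome was higher at 0 h by 0.15 (3.4e-06). Lysine synthesis was higher by 1.68, 1.57 and 1.57, but without LYS2 by 0.19, 0.062 and 0.11 (0.0108, 0.612 and 0.0848). The set of mitochondrial fatty acid synthesis without MCT1 did not differ at any time (0.754, 0.814 and 0.916). Differences between times in the gene sets were not tested.

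**Figure D5:**
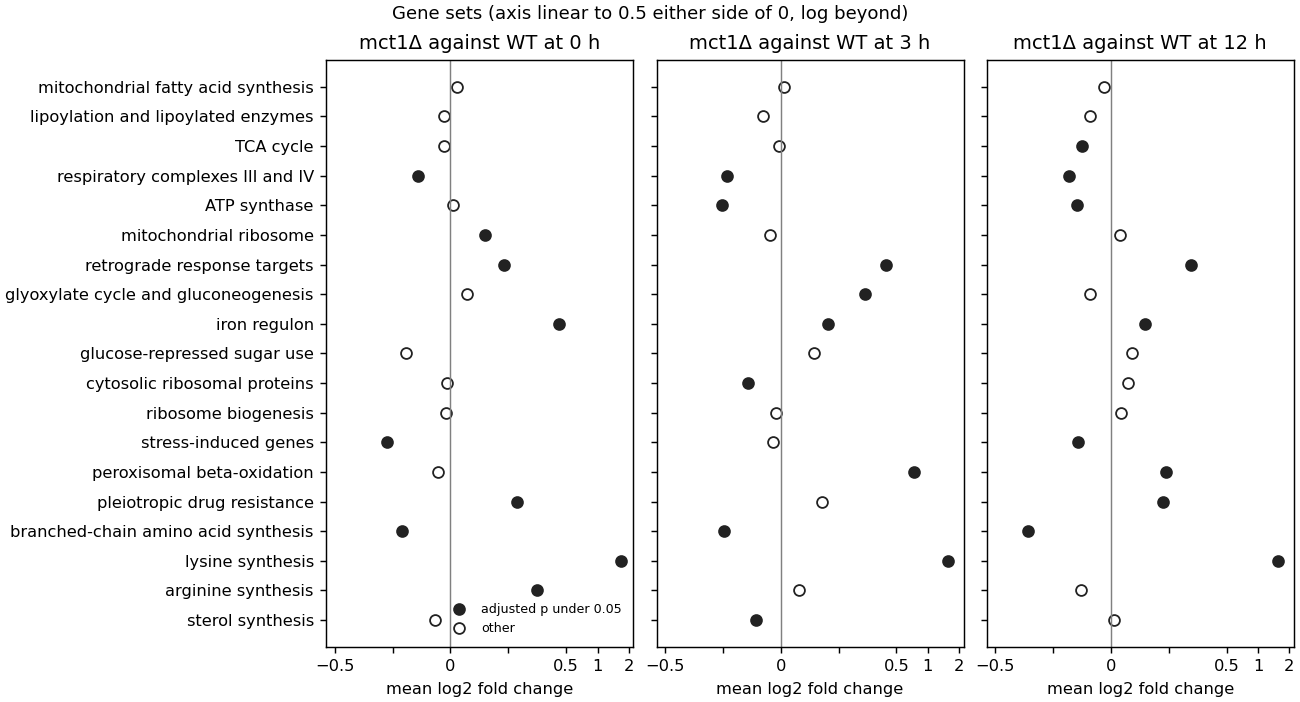
Mean log2 fold change of the 19 gene sets in mct1Δ against WT at 0, 3 and 12 h (axis linear to 0.5 on either side of 0 and logarithmic beyond), filled where the adjusted p-value from limma camera was under 0.05. Peroxisomal beta-oxidation moves from -0.053 at 0 h to 0.74 at 3 h, and lysine synthesis lies at 1.57 to 1.68 with LYS2 included.

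In WT 2194 genes differed between 3 h and 0 h (1186 higher, 1008 lower), 1438 between 12 h and 0 h (849 higher, 589 lower) and 827 between 12 h and 3 h (394 higher, 433 lower). In mct1Δ the numbers were 3183 (1546 higher, 1637 lower), 1783 (972 higher, 811 lower) and 2399 (1239 higher, 1160 lower). With TMM factors from genes under 0.3 counts per base the share higher between 12 h and 0 h went from 59.0% to 47.1% in WT and from 54.5% to 39.3% in mct1Δ, and between 12 h and 3 h in mct1Δ from 51.6% to 41.9%. With RLE factors the share between 3 h and 0 h in mct1Δ went from 48.6% to 50.3%. Between 12 h and 3 h in WT the share moved both ways from 47.6%. It was 21.8% with TMM factors from genes under 0.3 counts per base and 59.4% without the 7 higher-ceiling libraries. The alternative that moved these counts most was a fit of only the groups compared, which left 220 genes between 12 h and 3 h in WT. The genotypes shared 1662 genes called between 3 h and 0 h, 1630 of them with the same direction, and 1018 between 12 h and 0 h, 1010 of them with the same direction. Past 2-fold, 256 genes changed between 3 h and 0 h in WT and 435 in mct1Δ.

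In WT, the largest rises at 3 h were in FDH1 (YOR388C), by a log2 change of 3.95 (SE 0.436, adjusted p = 3.49e-07), and TYC1 (YBR296C-A), by 3.89 (SE 0.291, 6.42e-10). FDH1 is a formate dehydrogenase gene with a near-identical copy elsewhere in the genome, so its count is uncertain. The largest falls were in the hexose transporter gene HXT1 (YHR094C), from 411 ± 11.8 to 33.2 ± 5.42 CPM (log2 -3.63, SE 0.120, 4.9e-16), and in TPO2 (YGR138C), by -2.80 (SE 0.190, 1.24e-10). At 12 h TYC1 remained higher than at 0 h by 3.54 and PHO89 (YBR296C) by 3.45 (adjusted p = 7.27e-09 and 2.28e-11), while HXT1 was lower by -2.87 and RCK1 by -2.50 (1.5e-14 and 0.000189). SUC2 (YIL162W), which encodes invertase, rose in WT from 211 ± 3.06 CPM at 0 h to 456 ± 19.9 at 3 h and 384 ± 7.52 at 12 h, log2 changes of 1.11 (adjusted p = 2.4e-13) and 0.87 (1.15e-11).

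The response differed between the genotypes in 734 genes from 0 h to 3 h (333 with a higher change in mct1Δ, 401 lower), in 92 genes from 0 h to 12 h (25 higher, 67 lower) and in 460 genes from 3 h to 12 h (208 higher, 252 lower). The share with a higher change went from 45.4% to 50.6% with RLE factors from 0 h to 3 h, and from 45.2% to 59.6% with TMM factors from genes under 0.3 counts per base from 3 h to 12 h. The alternative that moved these counts most was leaving out the 7 higher-ceiling libraries, which left 12 genes from 0 h to 12 h. From 0 h to 12 h, HXT10 rose more in mct1Δ, by a log2 difference of 2.07 (SE 0.346, adjusted p = 0.00231), from 6.15 ± 2.26 to 67.8 ± 16.1 CPM in mct1Δ and from 5.78 ± 1.07 to 14.9 ± 3.17 CPM in WT. PDC6 (YGR087C) went from 16.3 ± 2.62 to 47.2 ± 13.4 CPM in mct1Δ and from 13.5 ± 1.37 to 13.2 ± 2.98 CPM in WT, a log2 difference of 1.57 (SE 0.275, 0.00363). SFC1 (YJR095W), the mitochondrial succinate-fumarate carrier, rose less in mct1Δ, by -1.97 (SE 0.251, 9.97e-05), from 34.6 ± 2.57 to 57.1 ± 11.5 CPM against 21.5 ± 4.48 to 139 ± 37.5 CPM in WT. AQY2 changed by -1.90 (SE 0.373, 0.00799). The calls of HXT10, PDC6 and AQY2 were each lost in 1 alternative. In the panel, the change from 0 h to 3 h was larger in mct1Δ for DLD3 by 0.94 (SE 0.106, 9.51e-06) and for CIT2 by 0.51 (SE 0.164, 0.0471). SUC2 rose more in mct1Δ from 0 h to 12 h, by 0.38 (SE 0.0707, 0.00584). These differences of DLD3, CIT2 and SUC2 were not recomputed under the alternatives.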

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

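The counts of splits of the libraries and the correlation of unaligned reads with library total over all libraries of a genotype were chosen before their results were seen; every other test in this part was chosen after the result was seen.

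In 8 of 228 groups of 4 libraries, 1 library stood far from the other 3, by the gap to the nearest of them divided by the range of the group. Chance gives about 11.4 such groups, so their number is no sign of a failed library. The share of unaligned reads was 6.53% in WT 12 h replicate 4 against 7.03% to 7.09% in the others (gap over range 0.890). ACO1 was at 451 CPM in WT 0 h replicate 2 against 490.1 to 492 (0.964), CEM1 at 165 CPM in WT 12 h replicate 2 against 148 to 150.4 (0.849) and ETR1 at 236 CPM in WT 0 h replicate 1 against 213 to 215 (0.930). IDH1 was at 299 CPM in WT 12 h replicate 3 against 330.4 to 337 (0.835), PHM7 at 63.0 CPM in WT 3 h replicate 2 against 80.5 to 82.4 (0.900), SUC2 at 460.1 CPM in mct1Δ 3 h replicate 1 against 407 to 409 (0.959) and TYC1 at 17.8 CPM in WT 3 h replicate 3 against 15.1 to 15.5 (0.873). Of the 8 libraries concerned, 2 were higher-ceiling libraries. No biological explanation was tested for these single libraries.

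The response to raffinose differed between the genotypes by a test of the difference itself in 734 genes from 0 h to 3 h, 92 from 0 h to 12 h and 460 from 3 h to 12 h. These counts come from edgeR over all 24 libraries. Fits of only the groups compared gave 377, 134 and 323 genes, and 2, 5 and 3 of 100 drawn splits of the libraries, the real one included, gave as many. At 5 of 100, the count from 0 h to 12 h does not stand apart from those of other splits. The splits took no account of the order of the samples, along which replicates resembled each other within groups, and no fit with that order as a block was made, because the labels give no replicate numbers. In the other splits the largest counts were 1626, 978 and 679. Without the 7 higher-ceiling libraries the counts were 140, 12 and 207, and all 12 of the genes from 0 h to 12 h were among the 92. Leaving those libraries out also lowers the number of libraries, and the share of the drop due to the ceiling was not tested. With the ceiling class as covariate, on all libraries, the counts were 1120, 98 and 573. Of the 734, 92 and 460 genes, 734, 90 and 460 were among them.

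Of the named genes, 15 differed in their response in at least 1 interval; each is given for the interval with its smallest adjusted p-value. From 0 h to 3 h the log2 difference was 0.942 for DLD3, 0.505 for CIT2, 1.737 for PHM7, 2.390 for RCK1 and -2.591 for SPS4. From 0 h to 12 h it was 2.074 for HXT10, 1.571 for PDC6, 0.378 for SUC2, -1.967 for SFC1, -1.898 for AQY2, -1.212 for WSC4 and -1.159 for PHO89. From 3 h to 12 h it was 2.361 for HO and 1.527 for FDH1. Only the differences of HXT10, PDC6, SFC1 and AQY2 from 0 h to 12 h were recomputed under the alternatives. The difference of -0.787 for MCT1 from 0 h to 3 h is of another kind: WT rose from 113 to 177 CPM while the counts left in mct1Δ stayed level, with a ratio of 0.906 between 3 h and 0 h by plain library totals. For genes of the 3 h comparisons, the WT libraries at 3 h were far apart, as in RCK1 (51.6 ± 33.7 CPM) and HO (149.9 ± 63.7 CPM). An unlabelled batch that follows the order of the samples within a group could add to that spread, and it was not removed. Its one-sided exact binomial p of 0.00137 (below) is for a pairing chosen after the distances had been seen. The differences in DLD3, CIT2, SFC1 and HXT10 may reflect a response to the loss of MCT1, but the strains also differ in LYS2, MET17 and DOG2, which cannot be told apart from MCT1 in this design.

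Reads that were not aligned made up more of the mct1Δ libraries. The difference was 1.233 percentage points at 3 h (8.47 ± 0.616% against 7.23 ± 0.352%) and 1.572 points at 12 h (8.49 ± 0.679% against 6.92 ± 0.263%), higher in 4 of 4 mct1Δ libraries than in any WT library at both times (n = 4, exact two-sided permutation p = 0.0286 each, adjusted 0.0429 over 3 times). At 0 h the groups overlapped (6.73 ± 0.834% against 5.83 ± 0.260%, p = 0.0857 by the same exact test). Whether the difference changed with time was not tested. If library size were the source, the share would follow the total. Over the 12 mct1Δ libraries Pearson's r was 0.545 (permutation p = 0.0636, adjusted 0.254 over 4 relations; Spearman's rho 0.469, permutation p = 0.129), and 0.373 without the 2 libraries farthest from the median total. Over the 12 WT libraries r was -0.00302 (permutation p = 0.993, adjusted 0.993; rho 0.161, permutation p = 0.619) and 0.295 without 2. Within the lower-ceiling libraries r was 0.326 over 9 mct1Δ libraries (exact permutation p = 0.395, adjusted 0.790; rho 0.367, exact permutation p = 0.336) and -0.0315 without 2. Over 8 WT libraries of that class it was -0.0888 (exact permutation p = 0.943, adjusted 0.993; rho -0.0714, exact permutation p = 0.882) and 0.596 without 2. The higher-ceiling class, with 4 WT and 3 mct1Δ libraries, and the lanes, with at most 5 of a genotype, were too small for this. The totals themselves differed in opposite directions at 3 h and 12 h, with a smallest exact permutation p of 0.0571. Library size was thus not shown to be the source. Reads from another organism or from a sequence absent from the reference, such as an inserted marker, were not tested, since reads were not used here.

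Reads aligned outside annotated genes made up 1.356 percentage points more of mct1Δ than of WT libraries at 0 h (11.5 ± 0.411% against 10.1 ± 0.436%, n = 4, exact two-sided permutation p = 0.0286, higher in 4 of 4). With 3 times tested the adjusted p was 0.0857, so it does not survive the correction. No explanation was tested for it.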

How the results depend on the processing

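The groups, tests, gene rule and other alternatives were fixed before the data were examined; the alternatives built on counts per base (the ceiling class as covariate, no higher-ceiling libraries, TMM factors from sparse genes, occupied positions) were chosen after seeing the data. No paired analysis and no fit with the order of the samples as a block was made, because the labels give no replicate numbers. Of 465 recomputed counts and MCT1 levels, 419 stayed within their limit (1.5 times for a count, 1 SD for a level), 39 became smaller and 7 became larger. These labels compare sizes only and cannot show a reversal. The side of the majority among called genes did change in some alternatives, as given below. MCT1 levels moved by less than 1 SD with plain totals and in each leave-one-out fit. The 2-fold counts at 3 h and 12 h and the counts over time within mct1Δ also stayed within 1.5 times under all alternatives run. Where a result below changed, the cause was not tested.

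Leaving out the 7 higher-ceiling libraries gave 49 genes in place of 569 at 0 h and 17 in place of 41 past 2-fold. It gave 1243 in place of 2194 for 3 h against 0 h in WT, 821 in place of 1438 for 12 h against 0 h and 224 in place of 827 for 12 h against 3 h. The interactions fell from 734, 92 and 460 to 140, 12 and 207. All 49 genes at 0 h were among the 569. With the ceiling class as covariate, on all libraries, 1177 genes were called at 0 h, all 569 among them, and 1120 in the interaction from 0 h to 3 h. A surrogate variable, estimated with the groups in its model but not the ceiling class, gave 1135 genes at 0 h. It gave 1358 in the interaction from 0 h to 3 h and 728 from 3 h to 12 h. The variable was 0.289 to 0.323 in the 7 higher-ceiling libraries and at most 0.0468 in the other 17. It thus separates the ceiling classes and is not independent of the ceiling covariate. Fitting only the groups compared gave 303 genes in place of 1022 at 3 h, 830 in place of 419 at 12 h, 1373 in place of 2194 for 3 h against 0 h in WT, 220 in place of 827 for 12 h against 3 h in WT and 377 in place of 734 in the interaction from 0 h to 3 h. With an inter-gene correlation estimated for each set, 1, 3 and 3 gene sets passed in place of 9, 10 and 10. Peroxisomal beta-oxidation at 3 h, retrograde targets at 3 h and 12 h, and branched-chain synthesis at 12 h passed in 14 of 14 settings without a library left out, with adjusted p-values of at most 0.00774, 0.0121, 0.0366 and 0.0489. Lysine synthesis did so at all 3 times with LYS2 included.

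Over fits that each left out 1 library, the count ranged from 234 to 629 at 0 h, from 233 to 497 at 12 h, from 339 to 1407 for 12 h against 3 h in WT, and in the interactions from 424 to 1062 (0 h to 3 h), from 50 to 93 (0 h to 12 h) and from 259 to 605 (3 h to 12 h). Differences near 0 changed sign in such fits: OAR1 from -0.11 to 0.0067 at 0 h and from -0.13 to 0.10 at 3 h, ETR1 from -0.073 to 0.0098 at 0 h and from -0.019 to 0.081 at 12 h, CIT1 from -0.0039 to 0.079 at 0 h, from -0.025 to 0.052 at 3 h and from -0.10 to 0.023 at 12 h, PPT2 from -0.060 to 0.091 at 3 h, ACP1 from -0.030 to 0.036 at 12 h, IDH1 from -0.013 to 0.15 at 12 h and RCN2 from -0.076 to 0.063 at 3 h.

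The share of called genes that were higher moved with the scaling. With TMM factors from genes under 0.3 counts per base it went from 64.7% to 81.8% at 0 h, from 54.1% to 66.0% for 3 h against 0 h in WT, from 59.0% to 47.1% for 12 h against 0 h and from 47.6% to 21.8% for 12 h against 3 h in WT, from 54.5% to 39.3% for 12 h against 0 h in mct1Δ, from 45.4% to 30.6% in the interaction from 0 h to 3 h and from 45.2% to 59.6% from 3 h to 12 h. This scaling placed the median log2 change of all genes at 0.11 (0 h), -0.14 (12 h against 3 h in WT), -0.15 (interaction, 0 h to 3 h) and 0.11 (interaction, 3 h to 12 h), so that small changes in these comparisons have a direction only relative to it. Upper-quartile factors gave 75.8% at 0 h and 35.2% for 12 h against 3 h in WT. Other alternatives turned that last majority: 52.4% with limma-voom, 51.3% with lane as covariate and 50.9% corrected for occupied positions. The share was 56.4% with only the groups compared and 59.4% without the 7 higher-ceiling libraries. Smaller moves also changed the side of the majority. At 3 h the share went from 45.9% to 51.3% with RLE factors and 50.96% with DESeq2, and at 12 h from 43.9% to 52.4% with upper-quartile and 51.4% with sparse-gene factors. At 3 h it was also 52.1% with no filter on low counts and 54.0% with a mean of at least 10 counts. Fitting only the groups compared gave 53.8% at 3 h. Within mct1Δ it went from 48.6% to 50.3% (RLE) and 50.1% (DESeq2) for 3 h against 0 h, and from 51.6% to 47.3% (RLE), 49.05% (upper-quartile), 41.9% (sparse genes) and 47.9% (DESeq2) for 12 h against 3 h. In the interaction from 0 h to 3 h RLE factors gave 50.6% and DESeq2 52.8%. Past 2-fold, the share at 3 h went from 48.9% to 52.7% (RLE), 51.1% (upper-quartile) and 52.6% (DESeq2), and at 12 h from 42.9% to 51.02% (sparse genes).

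Of 1939 recomputed fold changes of named genes, 1827 kept their direction and their side of the threshold, 45 lost their call, 9 gained one and 58 changed sign, none of these past the threshold. Besides the leave-one-out fits, the sign changed as follows. OAR1 was 0.046 at 0 h with sparse-gene factors, and at 3 h 0.00085 with a mean of at least 10 counts, 0.017 with lane as covariate and 0.053 without the higher-ceiling libraries. ETR1 at 0 h was 0.011 with upper-quartile factors, 0.035 without the higher-ceiling libraries and 0.075 with sparse-gene factors. PPT2 at 3 h was 0.0058 with RLE factors, 0.0080 with no filter, 0.015 with a mean of at least 10 counts, 0.0088 with DESeq2, 0.0048 with limma-voom, 0.083 without the higher-ceiling libraries and 0.027 corrected for occupied positions. CIT1 at 3 h was 0.014 with RLE factors, 0.0039 with upper-quartile factors, 0.016 with no filter, 0.024 with a mean of at least 10 counts, 0.014 with DESeq2, 0.00018 thinned, 0.0060 without the higher-ceiling libraries and 0.16 corrected for occupied positions, and at 12 h 0.033 with sparse-gene factors. ACP1 at 12 h was -0.0027 with limma-voom, -0.046 thinned and -0.052 corrected for occupied positions. IDH1 at 12 h was -0.0048 without the higher-ceiling libraries. RCN2 at 3 h was 0.030 thinned, 0.054 without the higher-ceiling libraries and 0.084 corrected for occupied positions.

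Depth limits genes near 3 counts, which is 0.935 to 1.40 CPM. Thinning every library to the smallest total left 468, 864 and 349 genes at 0, 3 and 12 h.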

Other observations

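The counts of splits of the libraries and the comparison of fold changes by counts per base were chosen before their results were seen; every other test in this part was chosen after the result was seen.

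Other splits of the 8 libraries of each comparison were fitted with edgeR on those libraries alone. For the genotype at 0 h 1 of 35 splits, the real one, gave as many as its 812 genes, and the next largest count was 122. At 12 h it was 1 of 35 for 830 genes, with 0 genes in every other split. At 3 h 2 of 35 splits gave as many as the 303 genes of the real split: the other put WT replicates 1 and 2 with mct1Δ replicates 3 and 4 and gave 840 genes, of which 5 passed 2-fold against 64 in the real split. That split has libraries of lanes 5, 6 and 7 and a higher-ceiling library on both sides, so it follows neither. It parts replicates 1 and 2 from 3 and 4 in both genotypes, but the opposite way round in mct1Δ, so a shift shared by same-numbered libraries would cancel in it. A batch with the order turned in mct1Δ would not cancel and could add to the 840 genes. The 35 splits took no account of the order of the samples. The split that sets replicates 1 and 2 of both genotypes against 3 and 4 of both gave 1 gene at 3 h. Past 2-fold, 1 of 35 splits gave as many at 0 h, 3 h and 12 h. For each of the 6 comparisons over time within a genotype it was also 1 of 35. The gene set counts are weaker: 7, 5 and 12 of 35 splits gave as many sets past the threshold at 0, 3 and 12 h, so a count of sets as large as the real one arises from other splits of the same libraries.

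Between lower-ceiling libraries, genes read densely along their length had counts that were too even. Over 0.9 counts per base the median chi-square per degree of freedom over 16 such pairs of replicates was 0.574, where Poisson counts give 1, and in sparse genes it was over 1. The evenness was not seen in the other pairs: the ratio was 2.46 to 6.51 in the 19 pairs of a lower-ceiling with a higher-ceiling library, and 1.13 in the 1 pair of higher-ceiling libraries. Removal of duplicate reads without molecular identifiers, which limits a gene to about 1 read per distinct position, is a candidate explanation that the value of 0.574 fits. The 10 highest genes held at most 0.977% of the counts, but a cap would itself keep this share small, so it does not show whether a few genes took most of the reads before duplicates were removed. Fold changes were smaller in dense genes as well: with genes in 5 bins by counts per base, 0.723% of the densest bin passed 2-fold from 0 h to 3 h in WT against 2.35% of the middle bin. The cap would give such a difference, but so would a weaker response of highly expressed genes, and this value cannot tell them apart.

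LYS2 and MET17 were nearly absent from all 12 WT libraries and present in all 12 mct1Δ libraries, although the design names only MCT1 as different. A mislabelled sample is ruled out, since MCT1, LYS2 and MET17 followed the label in 24 of 24 libraries. LYS2 reached at most 0.2312 counts per base and MET17 0.6734. At such densities the cap may already lower the counts in mct1Δ, so its influence on the size of these fold changes is not ruled out. By counts over plain library totals, without TMM factors, LYS2 in WT was at most 0.0634% of its level in mct1Δ at any of the 3 times, as would follow if WT carried deletions of these genes. LYS2 was singled out for this very pattern, so the value cannot tell a deletion from strong repression. A candidate explanation is that the strains differ at other loci besides MCT1. Any difference between the groups might then come from LYS2, MET17 or DOG2 instead of MCT1. The calls of the lysine synthesis set at 3 h and 12 h were lost without LYS2, and the call at 0 h was not. Other marker genes did not separate the genotypes: LEU2 had at most 1 count and URA3 at most 9 in any library, while HIS3, TRP1, ADE2 and CAN1 had at least 243, 265, 483 and 444 counts. Whether the strains are of the labelled background, W303, is uncertain from these levels and was not tested.

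Each mct1Δ library kept 26 to 38 counts of MCT1, 8.06% of the WT level by plain library totals, the scale of the shares and ratio that follow. If these came from WT libraries they would have risen with WT, which was higher at 3 h than at 0 h, but their level at 3 h was 0.906 times that at 0 h. Exchange of indexes between libraries would have left a like share of LYS2 in WT, where it was 0.0566%. The counts were more even than Poisson counts, with a chi-square per degree of freedom of 0.280 (lower-tail p = 0.0104 over 12 libraries), which is consistent with a short part of the gene left in the strain and read at nearly all of its positions in each library. DOG2 kept 52 to 63 counts. Over the 12 libraries their chi-square per degree of freedom was 0.549 (lower-tail p = 0.130 by chi-square), so their evenness cannot be told apart from that of Poisson counts. Reads moved from DOG2 to its paralog would have raised DOG1 at all times, but the lowest change of DOG1 was -0.568, a fall. This bears on the fall of DOG2 only. Reads of DOG1 counted as DOG2 could still make up the counts left, and that was not tested. An effect of the deletion on its neighbours of more than 2-fold at all times was not seen, the largest change being 0.258 in ODC2.

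The WT libraries at 3 h fell apart in the chi-square per degree of freedom of their counts: 1.21 for replicates 1 and 2, 2.38 for 3 and 4, and 9.84 to 16.5 for the other 4 pairs. Library size did not account for it, as replicates 2 and 4 differed 5.912 times as much as replicates 3 and 4 with nearly the same difference in total (370774 and 373585 counts). Lane did not either, since replicates 2 and 3 shared a lane and differed by 9.841, nor did the ceiling class, since replicates 1 and 3 were both lower-ceiling libraries and differed by 11.327. Mixing with mct1Δ cells would have lowered MCT1 in some libraries, but the lowest MCT1 level was 92.528% of the highest. Of the 3 ways to part 4 replicates into pairs, the way that joins 1 with 2 and 3 with 4 follows the order of the samples. It had the lowest summed distance in all 6 groups, where chance gives 2 groups (one-sided exact binomial p = 0.00137). This pairing was chosen after the distances had been seen, WT at 3 h among them, so the p-value overstates the evidence. An unlabelled batch that follows the order of the samples within a group, such as a day of culture or of library preparation, is a candidate explanation. A batch that acts the same way on same-numbered libraries of both genotypes goes against the 1 gene called at 3 h between replicates 1 and 2 and replicates 3 and 4 of both. With the order turned in mct1Δ, 840 genes were called at 3 h, 5 of them past 2-fold. A batch with that order is thus left open at 3 h. At 0 h and 12 h 0 genes were called with either order, so the candidate rests on the distances there. A batch that acts on WT and mct1Δ in other ways was not tested. The labels name no batch, so none was fitted, and the spread it may add remains in every comparison. A list of S-phase genes was compared between replicates 3 and 4 and replicates 1 and 2 of WT at 3 h. It came out strongly, but the pairs had been defined from the counts themselves. That comparison was therefore set aside, no conclusion is drawn from it, and a biological source is left open.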
